A study of Hordeum vulgare with 12 samples. Its data were reported in "Pi-starvation induced transcriptional changes in barley revealed by a comprehensive RNA-Seq and degradome analyses" (2021).

How the data were processed

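Small RNAs were sequenced from roots and shoots of barley (Hordeum vulgare) line Rolap, harvested at day 23. Plants grew either in a soil holding 8 mg P per kg (low Pi) or in the same soil after 60 mg P per kg had been added (control). The 12 libraries fall into 4 groups of 3, and 1 replicate is a pot of 3 plants, so the p-values measure the spread between pots. RNA was extracted with a small RNA enrichment protocol, size-selected on a gel, and made into libraries with the Illumina TruSeq small RNA kit. The libraries were read as single reads on an Illumina HiSeq instrument.

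The authors trimmed adapters and low-quality bases in CLC Genomics Workbench, kept reads of 18 to 25 nt, and collapsed identical reads, so that each deposited count is the number of reads of 1 distinct sequence in 1 library. The version of that program is not given in the sources used here. Beside each count the authors deposited RPM, the reads per 1000000 reads kept in that library. The deposited files hold 2 tables per organ. The first holds every sequence with a perfect, strand-specific match to miRBase release 22, from any species, with the name of the matched entry and its match type (mature, a length variant of it, or precursor). The second holds only sequences without such a match that had already passed the authors' Bonferroni threshold on these same samples, so calls made on it are not independent evidence. The authors also deposited a p-value, a Bonferroni-adjusted p-value and a signed fold change (treated here as a score) from the unpaired 2-group test of their program. Another 24 deposited columns repeat the counts and were not used.

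Library totals were recovered by dividing counts by RPM, which gave 1 whole number per library. They ran from 7470998 to 17614581 reads in root and from 10565625 to 14644436 in shoot. A floor of 3 reads corresponds to between 0.170 and 0.402 RPM. Intervals and floors cover counting error only, because reads amplified by PCR are not independent molecules. A fold against a group with 0 reads is given as a lower bound, taken against 3 reads over the 3 libraries of that group. Where a group held 1 to 3 reads, the ratio is given with its exact 95% interval.

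Counts were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with Benjamini-Hochberg adjustment at 0.05, and every adjusted p printed comes from it unless another tool is named. Library size was the recovered total, with no further factor, which is the scale of the authors' RPM. Sequences with low counts were removed with filterByExpr at a minimum count of 10. Each organ was tested on its own 6 libraries. Sequences of a miRNA family overlap and share precursors, so counts were also summed by family, the number in the miRBase name. Sequences naming several families formed 6 joint families in root and 5 in shoot. The difference of the low-Pi effect between organs was tested as the interaction of organ and condition over all 12 libraries, and the organ difference under control Pi came from the same fit. Shares of library reads were compared with a two-sided exact permutation test, whose smallest p with 3 against 3 libraries is 0.1. Deposited sequences without a miRBase match were fitted together with the miRBase sequences of their organ.

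A family name is the name of the matched miRBase entry and not of a barley locus. Reads of identical sequence from several loci cannot be separated, and no genome was used here, so no coordinates are given. The miRBase species of an entry is often not barley. The tests were chosen before the data were examined, together with 6 family lists (with an exception given below for the last), the rule for named sequences and the alternatives. The lists were a Pi list (8 families), a copper list (5), a nitrogen and sulfur list (4), a conserved development list (14), a cereal list (15) and a last list (12). The last held entries that were taken to resemble pieces of structural RNA or that match only as precursors here. It is called the list resembling structural RNA below, but no sequence was compared with structural RNA. Its precursor criterion rests on the match types of these data. Of the last, 4 families (miR1511, miR5072, miR5083 and miR9779) were included because the study reported them from these libraries, so that list is not independent evidence. The cereal list also holds miR5072. The 9 families chosen below for their most abundant sequence were miR399, miR827, miR156, miR166, miR319, miR5083, miR1511, miR9779 and miR5072. The study had already reported sequences of these families as changed in these libraries, so their values are not independent evidence either. The rule named, per organ, the families of the lists; the 6 largest increases and 6 largest decreases among called sequences with a mean of at least 1 RPM and no overlap between groups; the most abundant sequence of 9 chosen families and the most abundant mature miR827 sequence; and, of the sequences without a miRBase match, the 4 largest changes each way, the most abundant and those deposited for both organs.

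Alternatives were TMM factors, the totals of the miRBase table as library size, unscaled counts, DESeq2 1.42.0, no filter, a minimum count of 50, Bonferroni adjustment, edgeR's exact test, mature sequences only, family sums without their most abundant sequence, a replicate block, and leaving out each library in turn. Library totals without the reads of the deposited sequences that lack a miRBase match were added after the data had been seen. The test was checked on simulated counts drawn from the library means with a dispersion of 0.05 and 200 changed sequences. Increases and decreases were equally many, the dispersion was the same for every sequence, and no shift was shared by all. The results below therefore do not cover a shift shared by most sequences, or a library that stands apart from its group. In the root simulation, 76.8% of tested sequences changed by 1 log2 unit and 100% of those changed by 2 were called, over 287 tested, with 0% false calls. The shoot simulation gave 60% and 98.8% over 502 tested, with 2.94% false calls. For the difference between organs the shares were 18.2% and 54.4% over 534 tested, with 4.41% false calls. Other tools were limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.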

Results

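Small RNAs were counted in roots and shoots of barley line Rolap grown without added phosphate or with it. Each organ and condition had 3 libraries, 1 per pot. Whether a root and a shoot library came from the same pot is not stated. In root the library totals were 14999744, 17614581 and 15074481 reads for low-Pi replicates 4, 5 and 6, and 11434616, 8091106 and 7470998 for control replicates 16, 17 and 18. In shoot they were 14644436, 12168277 and 10565625 reads for low-Pi replicates 4, 5 and 6, and 13414482, 12249247 and 10640396 for control replicates 16, 17 and 18. Low-Pi root libraries were therefore all larger than the control ones. No replicate pair was so close as to be 1 library deposited again: chi-square per degree of freedom between replicates lay between 7.57 and 43.9, apart from shoot low-Pi replicate 6, which stood at 133 and 161 from replicates 4 and 5.

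The first comparison concerned how much of each library the known miRNAs made up. In root, sequences matching miRBase held 1.12% ± 0.157 (SD, n = 3) of low-Pi reads and 1.74% ± 0.151 of control reads, with every low-Pi library below every control one (two-sided exact permutation p = 0.1, the smallest this design allows). These are shares of the kept reads of 18 to 25 nt. By the read numbers the study gave, low-Pi root libraries kept a larger part of their sequenced reads than control ones. Per sequenced read the order in root did not hold, as low-Pi replicates 4 and 6 lay above control replicate 17. No test was made on that scale. In shoot the shares were 5.41% ± 0.413 and 6.08% ± 0.477 (exact permutation p = 0.2). The deposited sequences without a miRBase match held 30.5% ± 2.21 of low-Pi root reads against 9.30% ± 0.778 in control root (exact permutation p = 0.1), and 5.56% ± 1.11 of low-Pi shoot reads against 1.26% ± 0.297 (exact permutation p = 0.1). These were deposited because they had changed, so the last 2 differences are not independent evidence. Within the miRBase reads of root, the share of 21-nt sequences, the usual length of plant miRNAs, was 59.0% ± 1.09 under low Pi and 70.1% ± 2.71 in control, while 18-nt sequences made up 24.5% ± 2.08 and 12.8% ± 1.75 (exact permutation p = 0.1 each). The miR6300 family, of the list resembling structural RNA, held 2101 ± 501 RPM in low-Pi root and 1558 ± 239 in control root. Length shares without that family were not computed, so these shares do not show a length change of miRNAs. Root shares of 20-nt (4.18% and 4.07%), 22-nt (7.00% and 8.27%) and 24-nt sequences (0.345% and 0.301%) had exact permutation p of 0.9, 0.2 and 0.2. In shoot the 21-nt shares were 80.2% ± 0.747 under low Pi and 80.7% ± 1.09 in control (exact permutation p = 0.7). Shoot 18-nt sequences made up 3.13% ± 0.183 and 2.76% ± 0.159, 20-nt sequences 3.62% ± 0.193 and 2.99% ± 0.117, and 22-nt sequences 10.1% ± 0.166 and 11.2% ± 1.0 (exact permutation p = 0.1 each), and 24-nt sequences 0.309% and 0.284% (exact permutation p = 0.7).

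**Figure D1:**
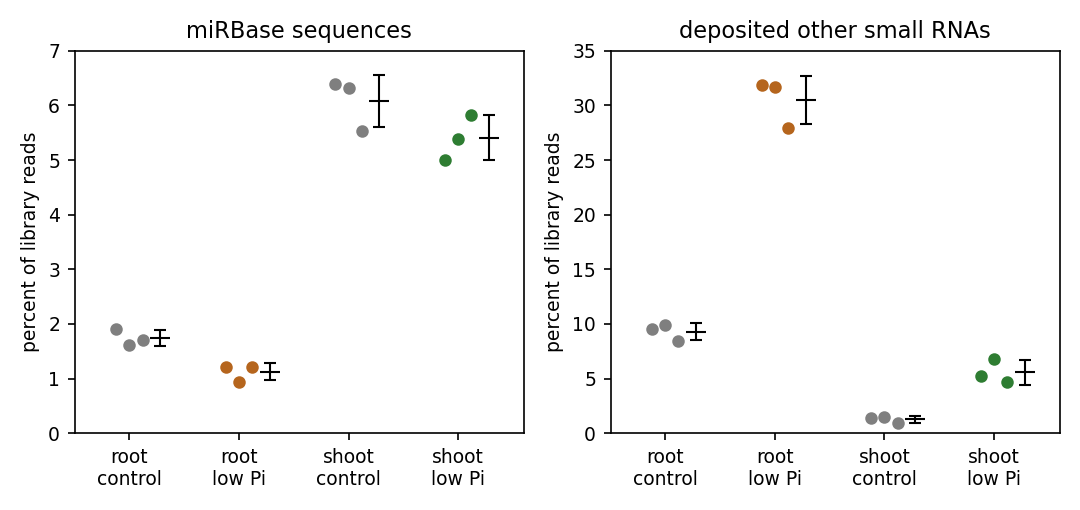
Percent of library reads (vertical axes, starting at 0) held by miRBase sequences (left) and by the deposited other small RNAs (right) in each of the 12 libraries; points are libraries and bars are the mean ± SD of 3. Per kept read, low-Pi roots lie below control roots on the left (1.12% against 1.74%) and above them on the right (30.5% against 9.30%). The order of root libraries on the left does not hold per sequenced read.

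The next question was which miRNA families responded to low Pi in root. The miR399 family, which acts on the ubiquitin-conjugating enzyme PHO2 in phosphate signalling, rose from 3.90 ± 1.28 to 13.5 ± 2.22 RPM (SD, n = 3; log2 change 1.81 ± 0.37 SE, adjusted p = 1.67e-05). The miR827 family, which acts on SPX-MFS phosphate transporter genes in cereals, rose from 22.6 ± 4.82 to 72.3 ± 12.8 (log2 1.68 ± 0.31, adjusted p = 3.67e-06). The miR319 family, which acts on TCP transcription factors, fell from 468 ± 10.6 to 146 ± 26.8 (log2 -1.68 ± 0.27, adjusted p = 1.81e-07). The cereal families miR5051 and miR5048 fell from 65.3 ± 15.0 to 18.8 ± 4.05 (log2 -1.79) and from 710.1 ± 201 to 272 ± 9.37 (log2 -1.38). Of 53 families tested, 4 were higher and 16 lower, and 20 (37.7%) showed no overlap between the groups in RPM, where chance gives 10%. A shift shared by the low-Pi libraries would also raise that share. The number lower was 10 without low-Pi replicate 5 or 6 and 9 without control replicate 18.

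Direction in root depended on the scale. Values without scaling keep the larger totals of the low-Pi root libraries, so depth alone raises them. The median log2 change of the 53 families was -0.42 per library total, 0.25 with TMM factors, 0.20 with the totals of the miRBase table and 0.40 without scaling, and the calls became 13 higher and 3 lower, 11 and 4, and 18 and 2. Relative to the median of -0.42, the change was 2.24 for miR399, 2.10 for miR827, -1.37 for miR5051, -1.25 for miR319 and -0.96 for miR5048. Both per library total and with TMM factors, 4 families were called higher and 3 lower. With TMM factors the decreases were -1.04 for miR319 (adjusted p = 0.000437), -1.12 for miR5051 (0.000593) and -0.76 for miR5048 (0.0131), the last not being called without scaling (-0.62, adjusted p = 0.113).

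By list, both called members of the Pi list in root were miR399 and miR827, out of 4 tested, with 2 higher and 0 lower adjusted over the list alone, 0 lower at an unadjusted p under 0.05 and 0 lower by DESeq2. Its other tested members were miR156, which acts on SPL transcription factors (log2 -0.14, and 0.50 with TMM factors), and miR169, which acts on NF-YA factors (-0.51, and 0.16 with TMM factors). The conserved development list had 14 families tested, 0 higher and 8 lower (9 lower adjusted over the list alone, 9 lower at an unadjusted p under 0.05, 3 lower and 0 higher by DESeq2, 1 lower with TMM factors). The most abundant of them, miR168, which acts on ARGONAUTE1, fell from 5525 ± 831 to 3174 ± 469 RPM (log2 -0.80, -0.38 relative to the median). The miR166 family, which acts on class III HD-ZIP factors, fell from 5200.3 ± 740.5 to 2348 ± 328 (log2 -1.15, -0.72 relative to the median, adjusted p = 0.103 with TMM factors). The miR396 family, which acts on growth-regulating factors, fell from 139 ± 13.4 to 62.6 ± 11.3 (log2 -1.15). Besides miR319, given above, the rest were miR172 (log2 -1.24), miR394 (-1.14), miR171 (-0.72) and miR165 (-0.69), and the last pair turned to 0.17 each without scaling. Uncalled members included miR159 (-0.54), miR167 (-0.29) and miR160 (-0.42), whose values were 0.09, 0.38 and 0.25 with TMM factors, and miR164 (0.04).

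In the cereal list 8 families were tested in root, with 1 higher (miR5072) and 4 lower, namely miR5051, miR5048, miR5049 (log2 -1.09) and miR1432 (-0.90); adjusted over the list alone 1 was higher and 5 lower, and with TMM factors 2 and 2. Its member miR444 stood at -0.14 (0.77 without scaling, adjusted p = 0.0239). The copper list had 2 tested families, of which miR397, which acts on laccases, fell (12 ± 3.41 to 5.24 ± 1.73 RPM, log2 -1.18); the result was 1 lower adjusted over the list alone and 0 with TMM factors, and miR408 stood at -0.23 (0.43 with TMM factors). Of 3 families tested in the nitrogen and sulfur list, miR393, which acts on auxin receptors, fell (log2 -1.43), also when adjusted over the list alone, but it was not called with TMM factors (adjusted p = 0.141). In the list resembling structural RNA, 2 of 9 rose, both before and after being adjusted over the list alone: miR1511 (12.8 ± 1.52 to 29.2 ± 8.63 RPM, log2 1.19) and miR5072 (9.50 ± 3.64 to 18 ± 3.11, log2 0.94). The number was 7 higher with TMM factors and 4 by DESeq2, and the study chose both families on these samples, so that count is not independent evidence. Outside the lists, miR5168 (log2 -0.71, and 0.15 without scaling) and miR6186 (-1.09) were also called lower, but not with TMM factors (-0.05 and -0.42); they are named after their values were seen. The call of miR5168 ended without low-Pi replicate 4 (-0.60), 5 (-0.62) or 6 (-0.95) or control replicate 17 (-0.71) or 18 (-0.53), and that of miR6186 without low-Pi replicate 4 (-0.69) or 6 (-1.09) or control replicate 17 (-0.65). Without low-Pi replicate 5 miR6186 stayed called, at -1.70. Families listed but with 0 reads in both organs were miR2111, miR778, miR857, miR5062, miR5139, miR6478, miR8155, miR9653, miR9666 and miR9772.

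Of the 18 called families of the lists in root, 10 kept their call whichever library was left out, and 8 did not. The calls that ended were those of miR165 (-0.55), miR171 (-0.59) and miR5072 (0.79) without low-Pi replicate 4; miR393 (-1.24), miR165 (-0.63), miR171 (-0.80), miR172 (-0.96), miR394 (-0.90) and miR1432 (-0.63) without low-Pi replicate 5; miR165 (-0.89), miR171 (-0.76), miR172 (-1.2), miR394 (-1.03), miR1432 (-0.95), miR5049 (-0.92) and miR5072 (0.98) without low-Pi replicate 6; miR5072 (0.64) without control replicate 16; miR165 (-0.61), miR171 (-0.31), miR394 (-0.97) and miR1432 (-0.80) without control replicate 17; and miR393 (-1.2), miR165 (-0.62), miR171 (-0.81), miR172 (-1.0), miR394 (-0.94) and miR1432 (-0.61) without control replicate 18.

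**Figure D2:**
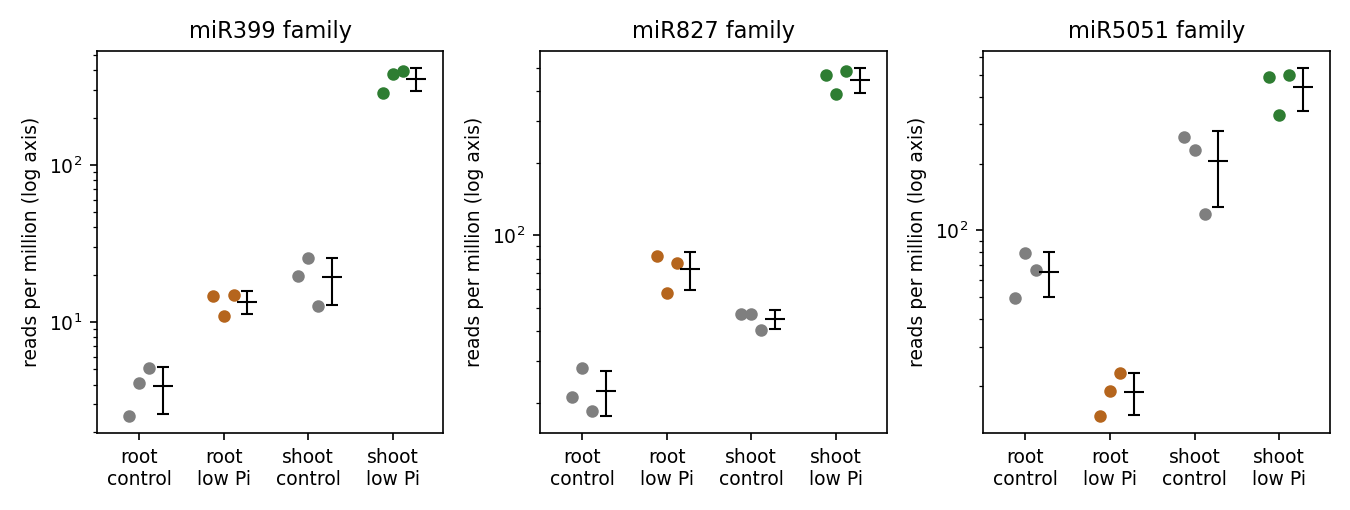
RPM (log axes) of the miR399, miR827 and miR5051 families in each of the 12 libraries, grouped by organ and Pi supply; points are libraries and bars are the mean ± SD of 3. The miR399 and miR827 families lie higher under low Pi in both organs (3.90 against 13.5 and 22.6 against 72.3 in root, 19.3 against 353 and 44.8 against 445 in shoot), whereas miR5051 is lower in low-Pi roots (65.3 against 18.8).

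Among single root sequences, the 2 named forms from the 3' arm of miR827 rose. The mature 21-nt miR827, TTAGATGACCATCAGCAAACA, went from 10.5 ± 4.61 to 49.2 ± 9.02 RPM (log2 2.23 ± 0.34, adjusted p = 0.000815), and the 20-nt TTAGATGACCATCAGCAAAC from 0.850 ± 0.612 to 7.84 ± 1.30 (log2 3.26 ± 0.47, or 3.97 without control replicate 17). The miR399 sequence TGCCAAAGGAGAATTGCCCTG rose by a log2 of 2.18 and GTGCAGTTCTCCTCTGGCATG, from a MIR399a precursor, by 2.14, although the latter call ended without control replicate 16 (1.70) or 17 (1.76) and its value was 3.41 without control replicate 18. The MIR9779 sequence ACCTATGATGAGTTGCGAACTG (log2 1.78) and the MIR5083 sequence AAACCAATGGATCCTTCTGAGCCT (1.46) completed the 6 largest increases among called sequences with a mean of at least 1 RPM and no overlap between groups. The most abundant miR319 sequence, CTTGGACTGAAGGGTGCTCCCT, matched to MIR319b, fell from 187 ± 18 to 44.7 ± 5.17 RPM (log2 -2.07 ± 0.26, adjusted p = 0.000219; -1.41 relative to the median; -1.42 with TMM factors). Other large decreases were those of the MIR6300 sequences CGTTGTAGTATAGTGGTAAGTATT (-2.13) and TCGTTGTAGTATAGTGGTAAGTATT (-2.06) and the MIR159a precursor sequences TTTGCATGATCGAGGAGCCG (-2.08) and TTTGCATGATCGAGGAGCCGCT (-1.98). The decrease of GGATTGAAGGGAGCTCTG, from a MIR159b precursor (-2.96), rested on control replicate 16: it was -0.63 without that library and -3.06 without low-Pi replicate 4, and neither was called. The most abundant miR166 sequence, TTCGGACCAGGCTTCATTCCC, fell from 4843 ± 768 to 2167 ± 314 (log2 -1.16). It was not called with TMM factors (-0.54, adjusted p = 0.165) or without scaling (-0.39, adjusted p = 0.466). Among the 6 largest decreases, the 20-nt MIR159a sequence also lost its call on both scales. It stood at -1.42 with TMM factors (adjusted p = 0.0641) and -1.24 without scaling (adjusted p = 0.144). The 25-nt MIR6300 sequence and the MIR159b sequence kept theirs with TMM factors but not without scaling (adjusted p = 0.0628 and 0.0566). The rest of the 6 were called on both scales. The most abundant miR156 sequence, TTGACAGAAGAGAGTGAGCAC, stood at 83.5 ± 8.59 under low Pi and 91.6 ± 8.11 in control (adjusted p = 0.703). The most abundant sequences of miR1511 (AACCTGGCTCTGATACCA, log2 1.21, or 0.95 and not called without low-Pi replicate 4), miR9779 (ACCTATGATGAGTTGCGAACT, 1.28) and miR5083 (AAACCAATGGATCCTTCTGAGCCTG, 1.27) rose, and that of miR5072 (TTCCCCAGCGGAGTCGCC, 0.71) was not called (adjusted p = 0.0882).

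Over all 285 root sequences tested, 15 were higher and 88 lower, 137 had an unadjusted p under 0.05, and 135 (47.4%) showed no overlap between groups in RPM, where chance gives 10%. A shift shared by the low-Pi libraries separates many sequences at once, so that share does not count single responses. The median was -0.66 per library total and -0.01 with TMM factors, which gave 27 higher and 19 lower; the totals of the miRBase table gave 26 and 16, and unscaled counts 34 and 5. All 15 increases and 19 of the decreases were called both per library total and with TMM factors, and 0 were called in opposite directions. The number lower was 57 without low-Pi replicate 4 and 58 without low-Pi replicate 5.

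In shoot the largest family changes were those of the same pair of Pi families. The miR399 family rose from 19.3 ± 6.44 to 353 ± 59.5 RPM (SD, n = 3; log2 4.19 ± 0.33, adjusted p = 3.42e-05) and the miR827 family from 44.8 ± 3.93 to 445 ± 51.9 (log2 3.31 ± 0.21, adjusted p = 1.57e-05). The third called family, miR6300, of the list resembling structural RNA, rose from 89.6 ± 21.5 to 191 ± 22.1 (log2 1.09 ± 0.24, adjusted p = 0.0385). That last call ended with TMM factors (adjusted p = 0.0598) and without low-Pi replicate 4 (1.01) or 5 (1.08) or control replicate 16 (0.99) or 17 (0.99). Of 65 families tested, 3 were higher and 0 lower by edgeR, 13 had an unadjusted p under 0.05, and DESeq2 called 7 higher and 3 lower. Without low-Pi replicate 6 edgeR called 5 higher and 1 lower. No overlap between groups was seen in 16 families (24.6%), where chance gives 10%. Numbers of calls in root and shoot are not directly comparable, because the edgeR test was stricter in shoot. In root miR397 was called at -1.18 ± 0.35 SE (adjusted p = 0.00527). In shoot miR166, with a similar ratio of change to error, was not (-0.58 ± 0.17 SE, adjusted p = 0.101). The median log2 change was 0.04, and 0.21 with the totals of the miRBase table; relative to the median of 0.04 the changes by library total were 4.15 for miR399, 3.27 for miR827 and 1.04 for miR6300.

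By list, 2 of 6 tested Pi families were higher in shoot and 0 lower, and 3 were higher adjusted over the list alone, the third being miR169 (137 ± 54.3 to 336 ± 169 RPM, log2 1.29, adjusted p = 0.102 over all families). At an unadjusted p under 0.05 the Pi list had 3 higher and 0 lower, as by DESeq2. Its members miR156 (log2 0.25), miR395 (-0.50) and miR398 (-0.79) were not called. In the copper list 0 of 4 tested families were called by edgeR, over all families or adjusted over the list alone, 0 had an unadjusted p under 0.05 and DESeq2 called 0; miR408 stood at 0.86 and miR397 at 0.25. The nitrogen and sulfur list also had 0 of 4 called, also adjusted over the list alone, with 1 at an unadjusted p under 0.05 and 1 called by DESeq2 (miR169 in both), and miR444 stood at 0.21. In the conserved development list 0 of 14 were called by edgeR and 0 adjusted over the list alone, 4 had an unadjusted p under 0.05, and DESeq2 called 1 higher (miR394, log2 0.84 by edgeR) and 3 lower (miR165, -0.45; miR166, -0.58; miR167, -0.68). The cereal list had 0 of 9 called by edgeR, 0 adjusted over the list alone, and 1 both at an unadjusted p under 0.05 and by DESeq2, miR5051 (204 ± 76.2 to 441 ± 96.7 RPM, log2 1.11, adjusted p = 0.101). In the list resembling structural RNA, 1 of 9 was higher (miR6300), also adjusted over the list alone, and 0 with TMM factors, while miR1511 stood at 0.07; the list is not independent evidence.

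Among called shoot sequences with a mean of at least 1 RPM and no overlap between groups, the 6 largest increases were all miR399 and miR827 sequences. The miR399 sequence CAGGGCGCTTCTCCTTTGGCA had 1 read over the control libraries and 328 over the low-Pi ones, a ratio of 319 with a 95% counting interval of 56.8 to 12621 (log2 7.87 in the fit, 9.73 without control replicate 16). Increases of 6.50 for GTGCAGTTCTCCTCTGGCATG, 5.57 for GGGCGCTTCTCCTTTGGCACG and 4.43 for TGCCAAAGGAGAATTGCCCTG followed on the log2 scale, the last from 4.87 ± 1.72 to 105 ± 21.5 RPM; the first was 7.84 without control replicate 17. For miR827 they were 5.19 for TTTTGTTGGTTGTCATCT (6.34 without control replicate 16, 4.48 without low-Pi replicate 6) and 4.0 for TTAGATGACCATCAGCAAAC. Mature miR827, TTAGATGACCATCAGCAAACA, rose from 26.7 ± 1.58 to 211 ± 29.6 RPM (log2 2.99 ± 0.24, adjusted p = 3.83e-06), and the most abundant miR399 sequence, TGCCAAAGGAGAGTTGCCCTG, from 12 ± 3.73 to 151 ± 25.4 (log2 3.65 ± 0.31). Of the 6 decreases, that of GGAATGTTGTCTGGCTCGGGG, a miR166 sequence matched to MIR166d, was kept whichever library was left out (76.5 ± 11.4 to 32.2 ± 0.238 RPM, log2 -1.25 ± 0.24, adjusted p = 0.00448). The others were GGAATGTTGTCTGGCTCGGGGT of miR166 (-1.81), TGACAGAAGAGAGTGAGCACC of miR156 (-1.42), CCAATGGATCCTTCTGAGCCT of miR5083 (-1.31), AGGTCATGCTGGAGTTTCATC of miR167 (-1.0) and GAGCTCCTATCATTCCAATGA of miR159 (-0.98). Without control replicate 16 these 5 stood at -1.84, -1.37, -1.08, -0.83 and -0.75 and none was called; all 5 calls also ended without low-Pi replicate 4 (-1.49, -1.28, -1.43, -0.99 and -0.95). The last 4 calls ended without low-Pi replicate 5 (-1.41, -1.27, -0.93 and -0.83), those of the 22-nt miR166 sequence, miR156 and miR159 without control replicate 17 (-1.69, -1.43 and -1.09), and those of miR5083 and miR159 without control replicate 18 (-1.39 and -1.09). Values of the most abundant sequences that were not called were 0.20 for miR156 (TTGACAGAAGAGAGTGAGCAC), -0.60 for miR166 (TTCGGACCAGGCTTCATTCCC), -0.27 for miR319 (CTTGGACTGAAGGGTGCTCCCT), 0.07 for miR1511 (AACCTGGCTCTGATACCA), -0.04 for miR5083 (ATGGATCCTTCTGAGCCT), 0.87 for miR9779 (ACCTATGATGAGTTGCGAAC) and 0.62 for miR5072 (TCCCCAGCGGAGTCGCCA).

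Over the 484 shoot sequences tested, 45 were higher and 6 lower, 111 had an unadjusted p under 0.05, and 136 (28.1%) showed no overlap between groups, where chance gives 10%. The median was 0.07, and 0.25 with the totals of the miRBase table. Leaving out low-Pi replicate 6, the library that stood apart, gave 19 lower sequences in place of 6, and leaving out control replicate 16 gave 28 higher and 1 lower; the number lower was 2 without low-Pi replicate 4 or 5 and 3 without control replicate 17.

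Whether the low-Pi effect differed between root and shoot was tested directly, as the root effect minus the shoot effect. The miR5051 family differed most clearly, by a log2 of -2.90 ± 0.43 SE (adjusted p = 6.76e-05), having fallen in root (-1.79) while standing at 1.11 in shoot. The increase of miR399 was smaller in root by 2.38 ± 0.44 log2 units (difference -2.38, adjusted p = 0.000818), and that of miR827 differed by -1.63 ± 0.36 (adjusted p = 0.00385). The miR319 and miR5048 families differed by -1.41 and -1.30. Of 81 families tested, 13 had a lower effect in root and 0 a higher one by edgeR, where 21 had an unadjusted p under 0.05 and DESeq2 called 3 higher and 6 lower. Of the 13, 2 held too few reads to be tested in root alone. Without shoot control replicate 16 edgeR called 1 higher and 8 lower, and without root control replicate 16 it called 1 higher. The number lower by edgeR was 8 without shoot control replicate 18 or root low-Pi replicate 4 and 7 without root low-Pi replicate 5. These differences depended on the scale. Their median was -0.67 per library total and 0.17 with TMM factors, which called 3 higher and 2 lower, and unscaled counts called 2 and 2. Relative to the median of -0.67 the difference was -2.23 for miR5051, -1.71 for miR399, -0.96 for miR827, -0.74 for miR319 and -0.63 for miR5048. With TMM factors miR5051 (-2.08, adjusted p = 0.0027) and miR399 (-1.55, adjusted p = 0.0163) stayed called and the rest of the 13 did not, among them miR827 (-0.81, adjusted p = 0.259), miR319 (-0.61) and miR5048 (-0.47). The 3 families then called higher in root were miR1511 (1.96), miR5083 (1.80) and miR167 (1.22, adjusted p = 0.0123), which were not called per library total (1.12, 0.97 and 0.38).

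**Figure D3:**
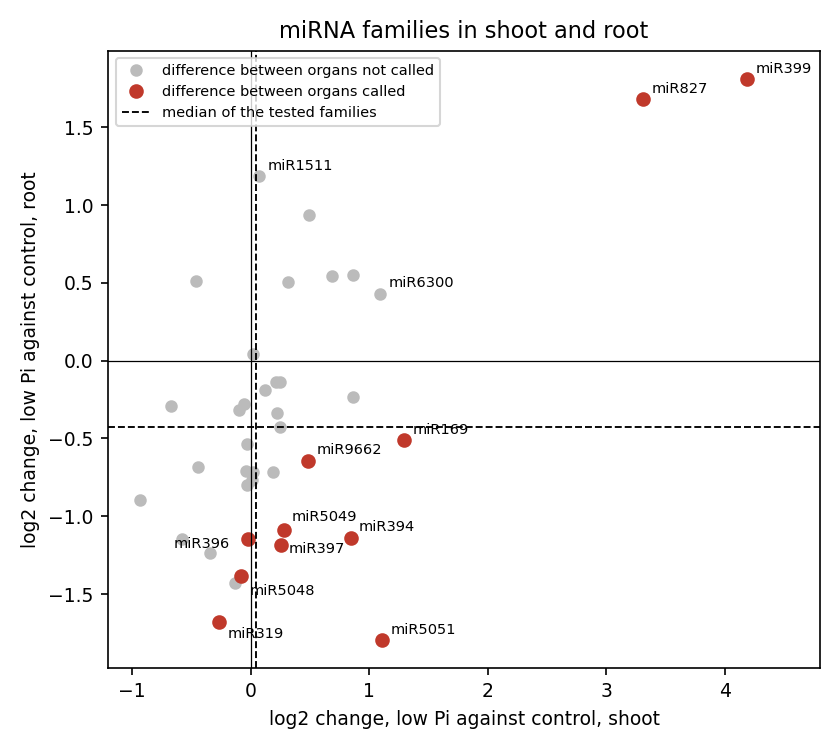
Log2 change under low Pi in shoot (horizontal axis) and root (vertical axis) of the 39 families tested in both organs; red points are the 11 whose change differed between organs per library total (of these, miR5051 and miR399 also with TMM factors), grey points the others, solid lines mark 0 and dashed lines the medians (0.04 in shoot, -0.42 in root). The miR399 and miR827 families lie at the right (4.19 and 3.31 in shoot), and miR5051 at the bottom (-1.79 in root).

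At the level of sequences, the 2 arms of the miR827 precursor differed. The mature 3' arm rose in both organs, and its effect was not called different between them (difference -0.75 ± 0.41, adjusted p = 0.25, and 0.07 with TMM factors). The 5' arm sequence TTTTGTTGGTTGTCATCTAACC went from 14.1 ± 3.66 to 184 ± 69.0 RPM in shoot (log2 3.70) but stood at 9.05 ± 1.58 and 11.5 ± 3.05 in root (log2 0.34, adjusted p = 0.422, not called). In root it was called higher on other scales, at 0.96 with TMM factors (adjusted p = 0.0478) and 1.11 without scaling (adjusted p = 0.0424). Depth alone raises the value without scaling, because the low-Pi root libraries were larger. The effect differed between root and shoot by -3.35 ± 0.46 (adjusted p = 7.25e-05; -2.55 with TMM factors, adjusted p = 0.00283). This sequence is named after its values were seen. In all, 535 sequences were tested, of which 2 had a higher and 43 a lower effect in root, and 10 of these 45 held too few reads to be tested in root alone. The median difference was -0.80 per library total and 0.00 with TMM factors, which called 10 and 8, while unscaled counts called 5 and 7. The number lower was 28, 26 and 17 without shoot control replicates 16, 17 and 18, 26, 16 and 18 without root low-Pi replicates 4, 5 and 6, and 24 and 18 without root control replicates 17 and 18. The number higher was 0 without shoot low-Pi replicate 4, shoot control replicate 17 or 18, root low-Pi replicate 5 or 6, or root control replicate 17, and 1 without shoot low-Pi replicate 6, shoot control replicate 16, root low-Pi replicate 4 or root control replicate 18.

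**Figure D4:**
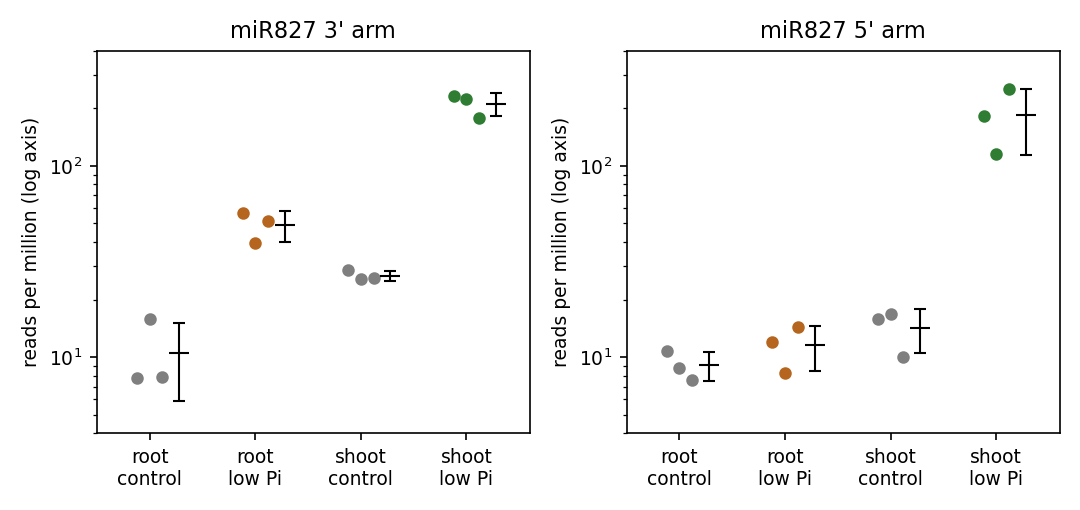
RPM (log axes) of the 3' arm (TTAGATGACCATCAGCAAACA, left) and the 5' arm (TTTTGTTGGTTGTCATCTAACC, right) of miR827 in each of the 12 libraries; points are libraries and bars are the mean ± SD of 3. The 3' arm is higher under low Pi in both organs, and the 5' arm is at 9.05 and 11.5 in control and low-Pi roots but at 14.1 and 184 in control and low-Pi shoots.

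For the organ baseline, control roots were compared with control shoots. The miR5168 family was at 98.8 ± 23.4 RPM in root and 4954 ± 391 in shoot (SD, n = 3; 50.2-fold lower in root, log2 -5.65 ± 0.28, adjusted p = 7.43e-14). The miR6300 family was at 1558 ± 239 in root and 89.6 ± 21.5 in shoot (17.4-fold higher in root, log2 4.12 ± 0.27, adjusted p = 9.95e-12). These folds hold per library total. On the log2 scale miR5168 and miR6300 stood at -4.16 and 5.61 with TMM factors, and at -6.13 and 3.71 without scaling. Root levels were also lower for miR408 (log2 -4.31), miR390 (-3.71), miR444 (-3.52), miR396 (-3.23), miR167 (-2.91) and miR156 (-2.40), and higher for miR9777 (3.38), miR9779 (3.14) and miR8175 (2.30). The Pi families were lower in control roots too, miR399 by a log2 of -2.32 and miR827 by -0.99, but the direction of miR827 turned with TMM factors (0.52). Of 81 families tested, 20 were higher and 54 lower in root. The median was -1.96, and -0.45 with TMM factors, which gave 25 higher and 30 lower; relative to -1.96, miR399 stood at -0.37 and miR827 at 0.97.

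The last comparison concerned the deposited sequences without a miRBase match. In root 1796 were deposited and 1783 passed the filter on low counts, of which 1494 were higher under low Pi, 236 lower and 53 not called; with TMM factors 1547 were higher and 236 lower. The most abundant, ACCGACCTACTCGACCCTTCGGCCG, rose from 15848 ± 4167 to 65590.5 ± 5637 RPM (SD, n = 3; log2 2.05 ± 0.30). The study matched it to several barley loci of small subunit ribosomal RNA. It is 1 of 75 deposited root sequences of 18 to 25 nt that hold the core CTCGACCCTTCGGCCG, chosen after the values were seen. These 75 together held 14.8% ± 1.28 of low-Pi reads and 3.17% ± 0.844 of control reads. The sequence ACCTACTCGACCTCGGCCG had 98 reads under low Pi and 0 in control, at least 18.5-fold higher. For CGGAGTGTGCCCTCGGCCATGGTCC (233 reads against 1) the ratio was 132 (95% counting interval 23.4 to 5232), for CGCCCTGTAGGAATTTGCCGGCA (118 against 1) it was 66.8 (11.8 to 2661), and for CCTACTCCAGCGGACCATCAC (166 against 2) it was 47.0 (12.8 to 391). The fitted log2 change of CGGAGTGTGCCCTCGGCCATGGTCC was 6.72, and 8.97 without control replicate 16, and that of CGCCCTGTAGGAATTTGCCGGCA was 5.72, and 5.07 or 8.06 without control replicate 16 or 18. The largest decrease was that of a 22-nt sequence with 1 read under low Pi and 77 in control, a ratio of 136 (95% counting interval 23.7 to 5441; fitted log2 change -6.55, and -8.05 without low-Pi replicate 5). The study placed it in a ribosomal RNA of the prokaryotic type, and its sequence is not printed. Decreases of GGGAGATCGTCTAACGGTAGGACA (log2 -4.51), AGAGGAAACTCTGGTGGAGGCTCG (-4.37) and TGAAAAGGACTTTGAAAAGAGAGT (-4.24) followed.

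In shoot all 199 deposited sequences were called, 166 higher and 33 lower. The most abundant, GGGCCTGTAGCTCAGAGGA, rose from 9471 ± 2928 to 49914 ± 10525 RPM (log2 2.40 ± 0.29). The study mapped it to an arginine tRNA locus and to a cDNA of an uncharacterized protein. The 3 sequences that hold its core GGGCCTGTAGCTCAGA, itself included, were chosen after the values were seen. They held 4.99% ± 1.05 of low-Pi reads and 0.947% ± 0.293 of control reads. The largest increases had 0 reads in control: AAGATTGGTTGGTTGGTTGGGTCT was at least 51.2-fold higher, ATTTGTAGACCCAACCAACCAACC at least 41.1-fold, GGGCTCCTCTTTATTGGCAGG at least 37.6-fold and TTACCTTACAATGACCAGACGAAC at least 28.2-fold. The largest decreases were those of GGGGGATCTACCGTCGTCGTGATG (log2 -4.58), GTGGGGATCGTACGAGGTCGAACC (-3.99), GACCGGCTGAATCTTTGACTTGGC (-3.31) and ACCGACCGGACATGATAGCAAGGC (-2.77).

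The sequences deposited for both organs rose in both. The sequence TGCCAAAGGAGAACTGCCCTG differs from the miR399 sequence TGCCAAAGGAGAATTGCCCTG by T14C (positions from 1 at the 5' end, miRBase base first) and rose from 0.491 ± 0.445 to 7.16 ± 2.32 RPM in root (log2 3.87, or 4.72 without control replicate 17) and from 0.350 ± 0.150 to 27.2 ± 10.6 in shoot (log2 6.22). For ATTCTCCGCGTCGGATACCTGAGA the increases were 2.94 in root (4.03 without control replicate 16) and 2.01 in shoot, and for AGTAGAGGTCGCGAGAGAGC they were 1.22 and 1.08. The other deposited sequences were not compared between organs.

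The scale of the fold changes in the authors' deposited table was compared with that of RPM. In the authors' deposited table, the log2 changes of 201 root miRBase sequences with at least 100 reads lay above the per-million changes by a median of 0.79 (0.75 to 0.84 between the 5th and 95th percentiles), and those of 378 shoot sequences by 0.06. The log2 ratio of mean library totals, low Pi over control, was 0.82 in root and 0.04 in shoot. Of the 13 root miRBase sequences with an adjusted p under 0.05 in the authors' deposited table, 11 were called here in the same direction. A MIR156e sequence, GCTCACTTCTCTCTCTGTCAGC (log2 0.87, adjusted p = 0.0582), and the miR5072 sequence named above (0.71) were the other 2, and with TMM factors all 13 were called. A MIR156c sequence, GCTCACTGCTCTATCTGTCACC, was called at 1.21, but not without low-Pi replicate 6 (1.12), and the MIR399a sequence TGCCAAAGGAGAGTTGCCCTG at 1.06, a call that ended without any of the low-Pi replicates (1.12, 1.15 and 0.90 without 4, 5 and 6) and without control replicate 16 (0.84) or 17 (1.02). In shoot all 15 such sequences were called in the same direction.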

Values the study reported

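The study reported 162 miRNA sequences in shoot and 138 in root with a p-value below 0.05, of which 15 in shoot and 13 in root passed Bonferroni correction. For mature miR827 from the 3' arm it gave log2 fold changes of 3.05 in shoot and 3.01 in root. Among the other small RNAs it counted 199 sequences in shoot and 1796 in root.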

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

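Of the tests in this part, those of dilution, of unscaled counts and of the miR827 arms were chosen after the result had been seen. The low-Pi effect of 13 families was lower in root than in shoot by edgeR's quasi-likelihood test of the difference. Among those of the lists, the differences were -2.90 for miR5051, -2.38 for miR399, -1.63 for miR827, -1.41 for miR319, -1.30 for miR5048, -1.98 for miR394, -1.13 for miR396, -1.13 for miR9662, -1.81 for miR169, -1.44 for miR397 and -1.36 for miR5049. The pair outside the lists, named after their values were seen, were miR6213 (fitted -3.22) and miR9773 (fitted -2.42). Neither held enough reads to be tested in root alone. In root miR6213 had 2 reads under low Pi and 13 in control, a ratio of 11.5 (95% counting interval 2.60 to 105), and miR9773 had 20 and 21. With TMM factors only the differences of miR5051 (-2.08) and miR399 (-1.55) were called. Those not called were miR827 (-0.81), miR319 (-0.61), miR5048 (-0.47), miR394 (-1.16), miR396 (-0.30), miR9662 (-0.29), miR169 (-0.96), miR397 (-0.59), miR5049 (-0.54), miR6213 (-2.59) and miR9773 (-1.60), with adjusted p from 0.259 to 0.646. Calls of 5 of the 11 families of the lists, and of both outside them, ended without some library. For miR394 it was root low-Pi replicate 5 (-1.75). For miR9662 it was shoot low-Pi replicate 5 (-1.03), shoot control replicate 18 (-1.03) or root low-Pi replicate 6 (-1.07). For miR169 it was shoot low-Pi replicate 5 (-1.31), shoot control replicate 16 (-1.70) or 18 (-1.61), root low-Pi replicate 4 (-1.75) or 5 (-1.67), or root control replicate 17 (-1.38) or 18 (-1.80). For miR397 it was shoot low-Pi replicate 5 (-1.15), shoot control replicate 16 (-1.33) or 18 (-1.36), root low-Pi replicate 4 (-1.25) or 5 (-1.37), or root control replicate 17 (-1.29) or 18 (-1.33). For miR5049 it was shoot low-Pi replicate 6 (-1.11), shoot control replicate 16 (-1.46), 17 (-1.32) or 18 (-1.32), root low-Pi replicate 4 (-1.44), 5 (-1.46) or 6 (-1.2), or root control replicate 16 (-1.18). For miR6213 it was shoot low-Pi replicate 6 (-2.89), shoot control replicate 16 (-3.14) or 18 (-3.20), root low-Pi replicate 4 (-2.76), 5 (-3.47) or 6 (-3.57), or root control replicate 16 (-2.39). For miR9773 it was shoot low-Pi replicate 6 (-1.52), shoot control replicate 16 (-2.33) or 17 (-2.26), root low-Pi replicate 4 (-2.50), 5 (-2.38) or 6 (-2.39), or root control replicate 16 (-1.88) or 18 (-2.49).

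Among sequences, 43 had a lower and 2 a higher low-Pi effect in root. Those called under each of the 3 scalings tried for this comparison were 8. They were the miR827 sequences TTTTGTTGGTTGTCATCTAACC (-3.35), TTTTGTTGGTTGTCATCT (-5.99; -7.14 without shoot control replicate 16, -5.28 without shoot low-Pi replicate 6) and TTTGTTGGTTGTCATCTAACC (-4.07), the miR5051 sequence TTTGGCACCTTGAAACTGGGA (-2.95), the miR399 sequence GTGCAGTTCTCCTCTGGCATG (-4.36; -5.70 without shoot control replicate 17, and -3.10, not called, without root control replicate 18), the miR169 sequence GGCAGTCTCCTTGGCTAGC (-3.61; -3.01 without shoot low-Pi replicate 5, -4.20 without shoot control replicate 17) and the miR5083 sequences AAACCAATGGATCCTTCTGAGCCT (2.20) and AAACCAATGGATCCTTCTGAGCCTG (1.61). Of these, TTTTGTTGGTTGTCATCT (13 low-Pi and 13 control root reads) and TTTGTTGGTTGTCATCTAACC (16 and 10) were too low to be tested in root alone, so their differences rest on few root reads. The call of AAACCAATGGATCCTTCTGAGCCT ended without shoot low-Pi replicate 4 (2.10), shoot control replicate 17 (2.19) or 18 (1.80), root low-Pi replicate 5 (2.20) or 6 (2.19), or root control replicate 17 (2.13) or 18 (2.22). The call of AAACCAATGGATCCTTCTGAGCCTG ended without shoot low-Pi replicate 4 (1.52) or 6 (1.53), shoot control replicate 16 (1.72), 17 (1.42) or 18 (1.67), root low-Pi replicate 4 (1.68), 5 (1.57) or 6 (1.57), or root control replicate 17 (1.49) or 18 (1.52).

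Other splits of the libraries were counted for each comparison. For comparisons of 3 against 3 libraries there are 10 splits, too few for a share under 0.05, and the real split was the 1 with the most calls. The real number and the highest of the others were 103 and 0 for root sequences, 20 and 0 for root families, 1730 and 0 for the other small RNAs of root, 51 and 0 for shoot sequences, 3 and 0 for shoot families, 199 and 0 for the other small RNAs of shoot, and 74 and 1 for the organ difference in families. The other small RNAs were deposited because they differed under the real labels. Their 1730 and 199 calls were therefore fixed in advance and decide nothing about chance. For the difference between organs 100 splits were drawn. For families 1 of them, the real one, reached 13 calls and the highest other had 11. For sequences 3 of 100 reached the real number of 45, and the highest other had 69. Chance relabelling of both organs together can be excluded for both counts. The other splits with 69, 45 and 11 calls had all 6 root labels right and only 2 shoot labels right, so these counts follow the root response, and they do not settle whether chance is excluded for the difference between organs.

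The first pattern is the lower level of miRBase sequences in low-Pi roots per kept read (median log2 change -0.66). Dilution by the deposited other small RNAs, which took a larger share of those libraries, was tested by removing their reads from the totals, and the median stayed below 0 at -0.28 (-0.33 to -0.14 with each library left out), which argues against them as the whole cause. Thinning each root library to 7470998 reads gave -0.70, but thinning keeps the expected shares and so decides nothing, and depth stays open because every low-Pi root library was larger than every control one. Other RNA outside the deposited tables may take up the remaining share, and a biological decrease of miRNAs under low Pi stays open and untested.

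The second pattern is that root fold changes in the authors' deposited table lie above those in RPM. Against unscaled counts their median difference was -0.039, so a candidate explanation is that they were taken from counts not scaled by library size. Low counts are argued against by the offset of 0.79 among sequences with at least 1000 reads. No biological explanation was tested.

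The third pattern is the 5' arm of miR827, called higher in low-Pi shoots but, per library total, not in low-Pi roots (0.34). In root it was called at 0.96 with TMM factors and at 1.11 without scaling, the latter raised by library depth. The ratio of the 5' to the 3' arm within a library does not depend on scaling, and its log2 change differed by -2.65 (SE 0.63) between root and shoot (root -1.97, exact permutation p = 0.1; shoot 0.68, exact permutation p = 0.3, where 0.1 is the smallest possible). Few reads are argued against by the lowest root library, which held 57 reads of the 5' arm. A difference between organs in which arm is kept may be a biological explanation, as a hypothesis found and tested on the same libraries.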

How the results depend on the processing

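The library totals without the deposited other small RNAs were chosen after the data had been seen; the other alternatives were not. Whether depth limits the rare families was not tested, and the cause was not tested for any change below unless the alternative itself leaves out sequences or libraries. Numbers of higher and lower root sequences (15 and 88) became 27 and 19 with TMM factors, 26 and 16 with table totals, 34 and 5 without scaling, 25 and 17 with DESeq2 and 3 and 17 with Bonferroni adjustment; the number lower was 58 with no filter, 53 at a minimum count of 50 and 30 with the added totals. Root families (4 and 16) became 13 and 3 with TMM factors, 11 and 4 with table totals, 18 and 2 without scaling and 10 and 5 with the added totals; the number lower was 6 with DESeq2, 6 with Bonferroni adjustment and 8 without the most abundant sequence, and the number higher 2 with mature sequences only. For shoot sequences (45 and 6) the number lower was 10 with TMM factors, 3 without scaling, 11 with DESeq2 and 12 with edgeR's exact test, and both numbers became 18 and 2 at a minimum count of 50 and 19 and 0 with Bonferroni adjustment. Shoot families (3 and 0) became 7 and 3 with DESeq2, and the number higher was 6 with table totals and 7 with no filter. The difference between organs in sequences (2 and 43) became 10 and 8 with TMM factors, 5 and 7 without scaling and 13 and 11 with DESeq2, with 1 higher with no filter; in families (0 and 13) it became 3 and 2, 2 and 2, and 3 and 6. For the organ baseline (20 and 54) the number lower was 30 with TMM factors and 17 with DESeq2.

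With each library left out in turn, the ranges were 10 to 17 higher and 57 to 106 lower for root sequences, 3 to 6 and 9 to 19 for root families, 28 to 55 and 1 to 19 for shoot sequences, 2 to 5 and 0 to 1 for shoot families, 0 to 2 and 16 to 43 for the difference in sequences, 0 to 1 and 7 to 13 for the difference in families, 20 to 21 and 53 to 56 for the organ baseline, 1456 to 1493 and 236 to 236 for the other small RNAs of root, and 166 to 166 and 33 to 33 for those of shoot. Differences of shares, low Pi minus control in percentage points, ranged from -0.684 to -0.530 for root miRBase reads, -12.4 to -9.71 for root 21-nt reads, 20.5 to 22.5 for the other small RNAs of root, -0.944 to -0.469 for shoot miRBase reads, -1.08 to -0.00448 for shoot 21-nt reads and 3.67 to 4.75 for the other small RNAs of shoot.

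Without scaling 23 of the 53 root families changed sign, and with TMM factors 17. Unscaled counts keep the difference in library totals, a log2 of 0.82 in root, low Pi over control. A move upward without scaling was therefore fixed by depth and is not separate evidence. Of the 23, 5 were called on either scale, namely miR156 (0.67), miR444 (0.77), miR165 (0.17), miR171 (0.17) and, outside the lists, miR5168 (0.15). For the organ baseline, among named families called on either scale, directions reversed with TMM factors for miR827 (0.52), miR159 (0.23), miR164 (0.044), miR165 (0.75), miR319 (0.31), miR5049 (0.90) and miR894 (1.43), and with DESeq2 for miR827 (1.12), miR159 (0.86), miR164 (0.61), miR165 (1.33), miR166 (0.17), miR168 (0.48), miR319 (0.92), miR1432 (0.22), miR5048 (0.45), miR5049 (1.53), miR5051 (0.46), miR5072 (1.28), miR9662 (0.24), miR894 (2.05) and miR1511 (0.059). Over all named values and alternatives, 3561 were counted as the same, 253 as weaker, 101 as stronger and 26 as reversed. A change of sign counts as reversed only if the value was called on either side, and otherwise as the same. The 3561 therefore include uncalled values that changed sign.

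Root and shoot libraries share replicate numbers, but the labels do not say that a number marks a pot. Deviations from the group means over 299 sequences correlated between -0.165 and 0.0693 over the 6 numbers, and 0 of 6 libraries correlated best with their own number. With the number as a block, the difference between organs gave 2 higher and 31 lower sequences and 0 higher and 10 lower families, and the organ baseline 20 higher and 55 lower families.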

Other observations

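The comparisons in this part were chosen after the data had been seen. Some deposited other small RNAs differ by 1 substitution from a sequence of the same length that was counted here with a miRBase match. The study, which allowed up to 3 mismatches to miRBase, had already reported such sequences and named more of them in each organ. In root there were 5, namely 2 of miR1511 and 1 each of miR9779, miR319 and miR399, and in shoot 3, namely 1 of miR399 and 2 of miR827. Of the shoot increases with 0 control reads, AAGATTGGTTGGTTGGTTGGGTCT and ATTTGTAGACCCAACCAACCAACC are reverse-complementary over 18 nt, with 158 and 127 reads under low Pi.

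The log2 change of mature miR827 in root was 2.23 in RPM. That is lower than the value quoted from the study above. It was 2.88 with TMM factors and 3.07 without scaling, the latter raised by library depth. The study also found mature miR827 higher under low Pi in both organs by droplet digital PCR and by northern blot. Those measurements were not compared with the values here.

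With Bonferroni adjustment over the sequences tested here, 3 root sequences were higher and 17 lower. Together that is more than the number quoted from the study above, which adjusted over a larger set of sequences. By that threshold 12 were higher and 1 lower in the authors' deposited table. The balance of higher and lower calls moved with the scale, and the same adjustment gave 11 higher and 1 lower with TMM factors and 17 and 0 without scaling, by edgeR's quasi-likelihood test.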
